A study of Ovis aries with 18 samples. Its data were reported in "Binary Switching of Calendar Cells in the Pituitary Defines the Phase of the Circannual Cycle in Mammals" (2015).

How the data were processed

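RNA was sequenced from the pars tuberalis (PT), the part of the pituitary that lies against the base of the hypothalamus and carries melatonin-responsive cells, of castrated male Scottish Blackface sheep. Animals were held on short photoperiod (SP, 8 h of light and 16 h of dark) for 4 or 16 weeks, or on long photoperiod (LP, 16 h of light and 8 h of dark) for 4 or 22 weeks. The groups are named SP4, SP16, LP4 and LP22, and each held 4 animals. The 18 libraries came from 16 animals, because animal 1 of SP4 and animal 2 of LP4 each had a repeat library. Groups, animal numbers and repeats were taken from the sample labels.

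The authors aligned the reads with Bowtie, handled the alignments with SAMtools and counted reads per gene with HTSeq, and the deposited values are raw read counts per gene for each library, not normalized. Tool versions, genome build and strand setting are not given in the labels or in the text used here; supplementary methods were not at hand. Each file listed 25197 Ensembl sheep gene IDs followed by 5 HTSeq summary lines (reads in no feature, ambiguous, of low quality, not aligned and not unique). The files do not pair IDs with gene names, and 0 of the 25197 IDs matched an entry of the reference gene table, so genes are given by ID. Gene length and GC content could not be attached to any ID, so checks of length or GC bias are void.

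Counts of a repeat library were added to those of the first library of the same animal, giving 1 column per animal. Genes were kept by filterByExpr of edgeR 4.0.16 in R 4.3.3 (minimum count 10, minimum total count 15), scaled by TMM, and tested with the quasi-likelihood functions glmQLFit and glmQLFTest. All 4 groups entered a single fit, and the 6 pairwise contrasts and the photoperiod by duration interaction, (LP22 − SP16) − (LP4 − SP4), were tested 2-sided. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and genes with an adjusted p-value (FDR) under 0.05 were counted as changed, with no fold-change threshold. The authors also used edgeR and combined the changed genes from all their comparisons. Their text used here neither lists every comparison nor gives the type of edgeR test. Standard errors of log2 fold changes were derived from the F statistic. CPM values are counts per 1000000 counts of the TMM-scaled library, except in filters and where stated otherwise. Log2 CPM values use a prior count of 2. Correlations between libraries are Pearson's r across genes on log2 CPM, and genes are not independent replicates. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

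The groups, these tests, a first set of other settings and the rule for naming genes were fixed before the data were examined. That rule took, in each pairwise comparison, the 2 genes with the highest and the 2 with the lowest log2 fold change among those with FDR under 0.05, a mean of at least 1 CPM, and every animal of one group above every animal of the other. It also listed a panel of gene symbols, which is not reported here because the IDs have no names. After the data had been seen, IDs were limited to those the rule gave for LP22 against SP16, a comparison without an outlying library; other comparisons are given as counts and ranges.

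The settings fixed in advance were RLE and upper-quartile scaling, the DESeq2 1.42.0 Wald test, the edgeR exact test with the shared dispersion estimate, no filter on low counts, a mean of at least 1 CPM as the filter, the first libraries only, the repeat library in place of the first, fits on only the 2 groups compared, the animal number as a block, a log2 fold change of at least 1, and leaving out each animal in turn. The settings chosen after seeing the data were a second fit without the 2 outlying libraries described in the report (all of LP4 animal 3 and the first library of LP4 animal 2, leaving 15 animals and 3 in LP4), the settings fixed in advance again on that second fit except the 2 that concern repeat libraries, a robust dispersion fit, leaving out each animal outside a comparison, and the edgeR classic exact test fitted on only the 2 groups compared. The last was added because the count for SP16 against SP4 differed from the study's. In the search for it, 5 runs of that test were made on SP4 and SP16 with genes kept at more than 1 CPM in at least 4 samples. They used summed libraries, first libraries only, repeats in place of the first, all libraries as separate samples, or no SP4 animal 1; all 5 counts are given in the closing section. Other settings for the correlation of LP4 animal 3 were also chosen after the data were seen. They were a prior count of 0.5 and a mean of at least 1 CPM. Both main fits are reported side by side throughout.

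The labels number the animals 1 to 4 in every group, and this shared number is the only source of a possible pairing. Deviations of same-numbered animals from their group means had a mean correlation of −0.0128 over 24 pairs. The value for animals with other numbers, 0.0041, is nearly fixed by the centring on group means, so the animals were also renumbered within groups after the data were seen: 75 of 100 numberings, the real one included, gave a mean as high, and 68 of 100 without the outlying libraries. No pairing by number was detected over the 4 groups. The replicate block moved the count of changed genes for LP4 against SP4 from 27 to 9.

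The steps were tested on simulated data, in which 200 genes were given a 2-fold change and the others none. In every simulation the changed genes were drawn from those with a mean of at least 5 CPM. Between 71.5% and 79.5% of these genes were recovered at the sizes of the 16 animals (12961 genes tested), and between 62% and 72% at the sizes of the 15 animals (13097 genes tested), with at most 11 other genes called in a comparison. Both simulations planted the changes between photoperiods and took the spread between animals from the 15, so the first does not carry the spread added by the outlying libraries. A further simulation planted 200 changes between durations, with the spread of the same animals: 70% (SP16 against SP4) and 65% (LP22 against LP4) were recovered with the 15 animals, and 0.5% and 0% with all 16. Total gene counts per library ran from 1088288 to 6331553. At these depths 3 counts correspond to 2.76 CPM in the shallowest library and 0.474 CPM in the deepest, without TMM scaling. Intervals on shares are 95% Wilson intervals; they and the count floors cover counting error only, since reads without molecular identifiers are not independent molecules.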

Results

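PT transcriptomes were compared between short and long photoperiod after a short and a prolonged exposure to each. Outside the LP4 group, the total count over genes in first libraries ran from 1730773 (SP4 animal 1) to 2824849 (LP22 animal 3). The repeat library of SP4 animal 1 held 4119508 counts, for an animal total of 5850281. In LP4, the first libraries held 2425410 counts for animal 1, 1088288 for animal 2, 6331553 for animal 3 and 2258192 for animal 4, and the repeat library of animal 2 held 3793151. No pair of libraries held identical counts. The first and repeat libraries of SP4 animal 1 correlated at r = 0.945 across genes, with a chi-square per degree of freedom of 11.2, so they differed by more than sampling noise. This correlation is no higher than between animals (0.947 between the first libraries of SP4 animals 1 and 4), so the counts do not show that both came from the same animal; they were summed because the labels name the second as a repeat.

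Before groups were compared, the libraries were compared with each other. The library of LP4 animal 3 had a median correlation of 0.430 with the other 17 libraries, and the first library of LP4 animal 2 had 0.702. The other 16 libraries had median correlations of 0.923 to 0.952. Taken per animal, the value for LP4 animal 3 was 0.428. It moved to 0.409 with a prior count of 0.5 and to 0.551 with genes at a mean of at least 1 CPM. Among first libraries other than the outlying pair, correlations within a group ran from 0.941 to 0.965, with a median of 0.954, and the median between groups was 0.946. Genes took 52.6% of the aligned reads in LP4 animal 3 (95% Wilson interval 52.6% to 52.7%) and 31.0% in the first library of LP4 animal 2 (31.0% to 31.1%), against 15.3% to 21.3% in the other 16. In LP4 animal 3, the 10 genes with the most counts held 65.2% of all gene counts. The first library of LP4 animal 2 correlated at 0.644 with its own repeat library and at 0.837 with LP4 animal 3. Gene losses were counted on CPM without TMM scaling, over 12029 genes with a mean of at least 5 CPM. Of these, 33.7% were more than 4-fold lower in LP4 animal 3 than in the median library and 0.299% were more than 4-fold higher. In each of the other 16 libraries, at most 0.931% were that much lower. The TMM factor of LP4 animal 3 was 0.671, so its shares overstate losses and understate gains relative to scaled values. The repeat library of LP4 animal 2 stayed in both fits, although its top 10 genes held 59.2% of its counts and its TMM factor was 0.646. The labels give no sequencing date or batch; both outlying libraries fall in LP4, so their effect cannot be separated from that group except by leaving them out.

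**Figure D1:**
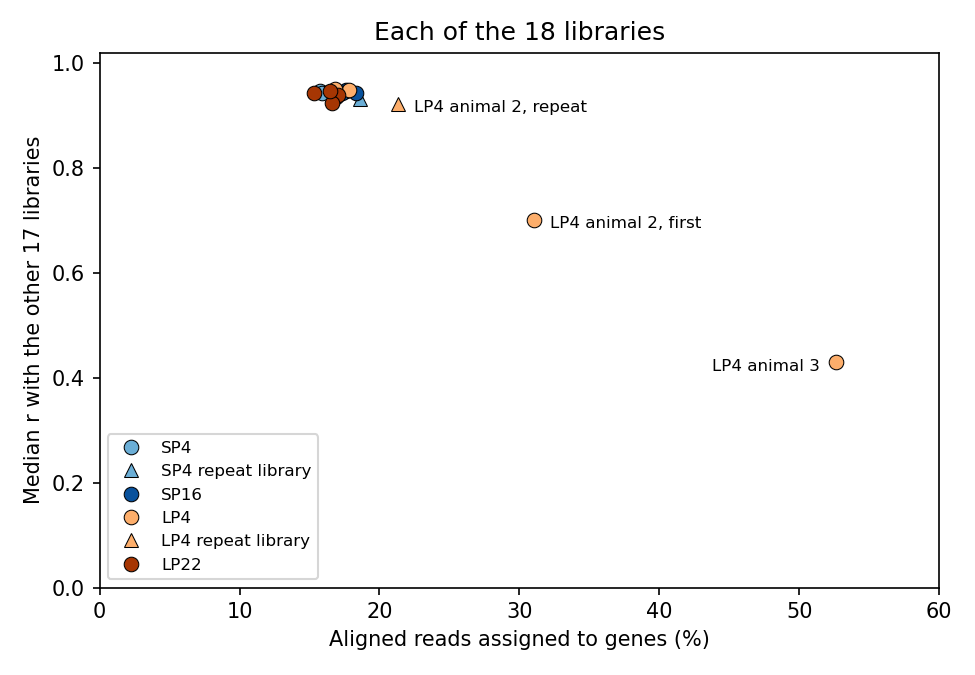
Each point is 1 of the 18 libraries, with the percent of aligned reads assigned to genes on the x axis and the median Pearson correlation of log2 CPM with the other 17 libraries on the y axis; circles are first libraries, triangles repeats, and colours the 4 groups. LP4 animal 3 (52.6%, r = 0.430) and the first library of LP4 animal 2 (31.0%, r = 0.702) stand apart from the other 16, which lie at 15.3% to 21.3% and at r of 0.923 or more.

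With all 16 animals, the first principal component of log2 CPM held 67.9% of the variance and the common biological coefficient of variation was 0.360 over 13299 genes. With the outlying libraries left out, the first component held 18.8% and the coefficient was 0.164 over 13446 genes in 15 animals. Each comparison below therefore gives the count from all 16 animals first and the count from 15 animals second.

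The response to 4 weeks of LP was addressed by LP4 against SP4. In the 16-animal fit 27 genes changed, 22 higher and 5 lower in LP4, with absolute log2 fold changes of at least 1.33 and a median of 2.04. With the outlying libraries left out, 241 genes changed, 164 higher and 77 lower, with a median absolute log2 fold change of 0.89. A fit of only these 8 animals gave 1 gene, and leaving out LP4 animal 3 alone gave 297. The replicate block gave 9 genes in place of 27 and 158 in place of 241; same-numbered animals of these groups had a mean correlation of deviations of −0.0691 (16 animals) and −0.0880 (15 animals).

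The photoperiod effect after prolonged exposure was addressed by LP22 against SP16, neither of which holds an outlying library. With all 16 animals in the fit 36 genes changed, 24 higher and 12 lower in LP22, and with the outlying libraries left out 434 changed, 233 higher and 201 lower, with a median absolute log2 fold change of 0.88. A fit of these 8 animals alone called 515. The replicate block gave 26 and 381 genes, where same-numbered animals had a mean correlation of deviations of 0.0024 and 0.0046.

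All 36 genes called with 16 animals separated every LP22 animal from every SP16 animal. The 2 with the highest log2 fold change were ENSOARG00000007112 and ENSOARG00000004925. ENSOARG00000007112 stood at 4.92 ± 2.04 CPM in SP16 and 77.3 ± 41.3 CPM in LP22 (SD, n = 4 each), a log2 fold change of 3.93 (SE 0.57, FDR 0.00615 by edgeR's quasi-likelihood test). It was also higher in LP4 than in SP4, at 133 ± 85.0 against 2.46 ± 1.37 CPM (SD, n = 4 each; log2 fold change 5.70, FDR 0.00038). In LP4 animal 3 it reached 248 CPM, and without the outlying libraries the LP4 mean was 85.9 ± 52.6 CPM (SD, n = 3) and the log2 fold change 5.01. ENSOARG00000004925 was weakly expressed, at 0.53 ± 0.42 CPM in SP16 and 8.11 ± 2.67 CPM in LP22 (SD, n = 4 each), with a log2 fold change of 3.79 (SE 0.48, FDR 0.00233). It had 1, 0, 2 and 2 counts in SP16 animals 1 to 4, each under 3 counts, so its level in that group was below what the depth can show and its log2 fold change is uncertain in size. Its log2 fold change between LP4 and SP4 was 1.49, with an FDR of 0.152.

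The 2 with the lowest log2 fold change were ENSOARG00000013347 and ENSOARG00000011981. ENSOARG00000013347 fell from 1402 ± 41.2 CPM in SP16 to 207 ± 98.9 CPM in LP22 (SD, n = 4 each), a log2 fold change of −2.76 (SE 0.44, FDR 0.0104). In LP4, animals 1 and 4 stood at 423 and 399.6 CPM, below the SP4 range of 875.5 to 1371.5 CPM. LP4 animals 2 and 3 stood higher, at 1106 and 1724 CPM. LP4 against SP4 gave a log2 fold change of −0.28 (SE 0.41, FDR 0.66). Without the outlying libraries LP4 ran from 405.9 to 990.9 CPM and this log2 fold change was −0.89 (SE 0.31, FDR 0.169). In that fit LP4 against SP16 gave −1.23 with an FDR of 0.0499. ENSOARG00000011981 fell from 32.6 ± 5.18 to 5.11 ± 2.27 CPM (SD, n = 4 each), a log2 fold change of −2.65 (SE 0.48, FDR 0.0255). Its call did not hold in the 8 fits that each left out an animal of either group, although the direction did. With the outlying libraries left out its FDR was 5.6e-05, and that of ENSOARG00000013347 was 2.4e-05. In LP4 against SP4, ENSOARG00000011981 had a log2 fold change of −1.35 (FDR 0.190), and −0.79 (FDR 0.256) without the outlying libraries. Whether any of these genes shares reads with a near-identical copy cannot be read from the IDs.

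**Figure D2:**
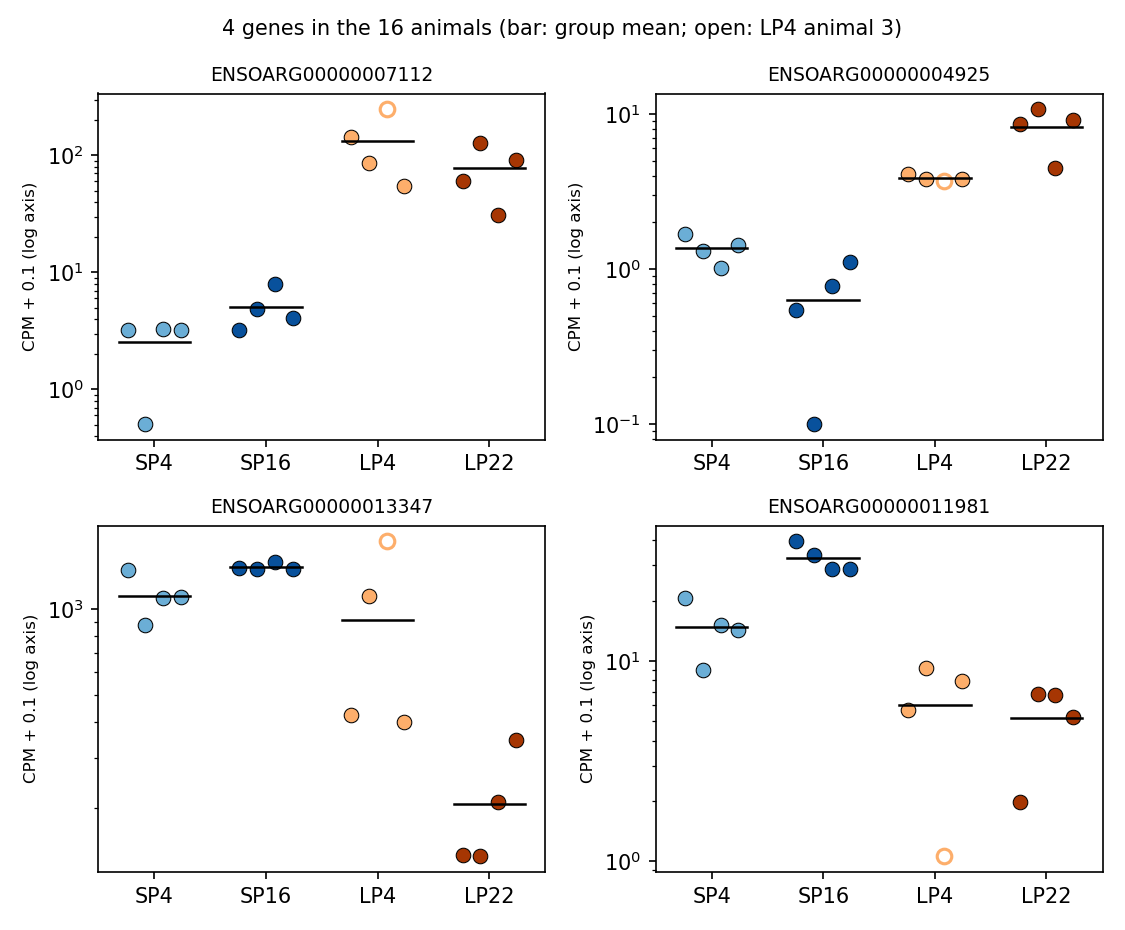
CPM plus 0.1 on a log axis for the 4 named genes, with 1 point per animal in each of SP4, SP16, LP4 and LP22, bars at the group means over 4 animals, and the open symbol marking LP4 animal 3. For ENSOARG00000007112 all 8 LP animals lie at 30.7 CPM or more and all 8 SP animals at 7.81 CPM or less, and for ENSOARG00000013347 LP4 animal 3 lies at 1724 CPM, above the 8 SP animals.

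The effect of duration within SP was addressed by SP16 against SP4. No gene changed with all 16 animals (0 genes, lowest FDR 0.493), and 292 of 13299 genes had an unadjusted p under 0.05. With the outlying libraries left out 1 gene changed, higher in SP16, and 1444 of 13446 had an unadjusted p under 0.05. Where no gene changes, a share of 0.05 of the genes tested is expected at that threshold. The 292 genes were a smaller share than that, and the 1444 genes a larger one. The count depended on the test: the edgeR exact test fitted on these 8 animals alone, added after the data were seen, called 140 genes, 96 higher and 44 lower in SP16, while the quasi-likelihood test on the same 8 animals called 8. The replicate block gave 0 genes with all animals, where 262 had an unadjusted p under 0.05, and 1 with the outlying libraries left out; same-numbered animals had a mean correlation of deviations of 0.0319 and 0.0372.

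The effect of duration within LP was addressed by LP22 against LP4. When all 16 animals were fitted, 2 genes changed, both lower in LP22, and 2576 had an unadjusted p under 0.05. With the outlying libraries left out 4 genes changed, 1 higher and 3 lower, and 1171 had an unadjusted p under 0.05. The replicate block gave 0 genes, with 1809 at an unadjusted p under 0.05, and 3 genes without the outlying libraries; same-numbered animals had a mean correlation of deviations of 0.0276 and 0.0685.

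In the remaining pairwise comparisons a short exposure to one photoperiod was set against a prolonged exposure to the other. LP22 against SP4 gave 24 changed genes (19 higher, 5 lower in LP22) with all animals and 376 (241 higher, 135 lower) without the outlying libraries. LP4 against SP16 gave 23 (20 higher, 3 lower in LP4) and 240 (148 higher, 92 lower). With the replicate block these counts were 20 and 335 for LP22 against SP4 and 11 and 132 for LP4 against SP16, where same-numbered animals had mean correlations of deviations of −0.0573 and −0.0640 and of −0.0124 and −0.0227. The median log2 fold change of all genes lay between −0.02 and 0.05 in every pairwise comparison of both fits.

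**Figure D3:**
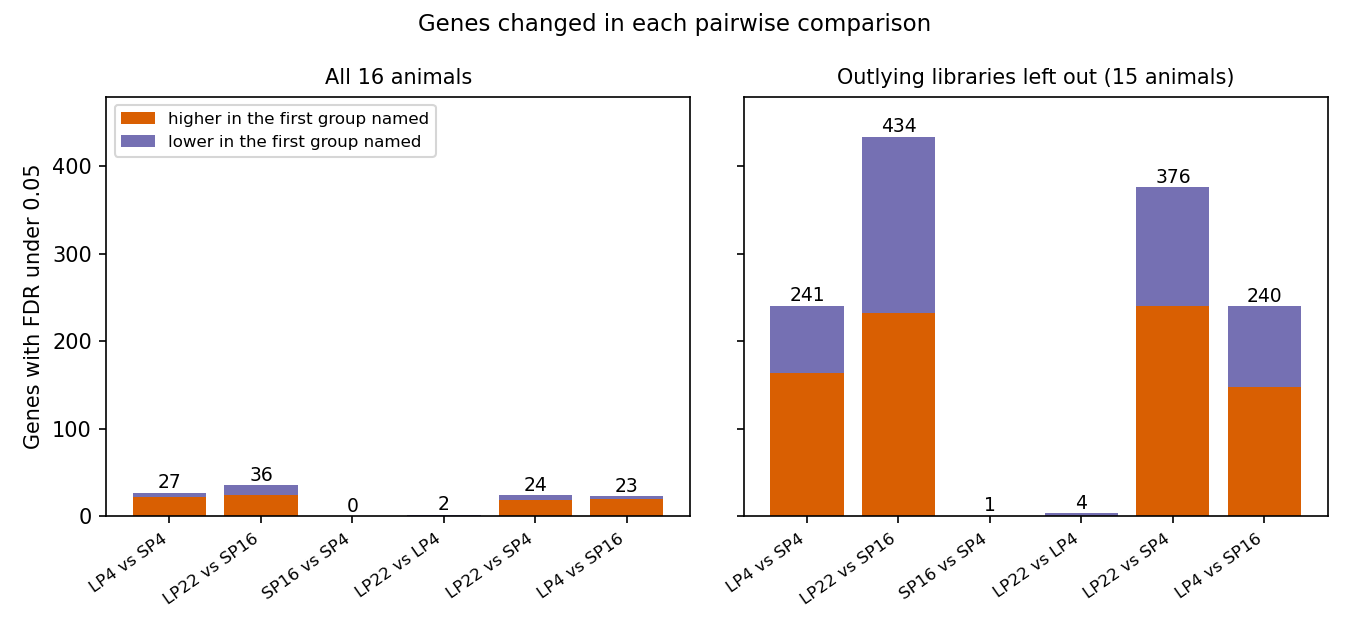
Stacked bars give the number of genes with FDR under 0.05 in each of the 6 pairwise comparisons (y axis, genes), split into genes higher and lower in the first group named; the left panel uses all 16 animals and the right panel 15 animals without the outlying libraries. The comparisons between photoperiods reach 23 to 36 genes on the left and 240 to 434 on the right, and the comparisons within a photoperiod reach 0 and 2 on the left and 1 and 4 on the right.

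Whether the photoperiod effect differed between the short and the prolonged exposure was addressed by the interaction. The late time points were 16 weeks for SP and 22 weeks for LP, so duration was not matched. In the fit of 16 animals 1 gene passed the threshold and 1576 had an unadjusted p under 0.05; with the outlying libraries left out 12 passed and 1407 had an unadjusted p under 0.05. The gene found with all animals was among the 12. For 6 of the 12 the photoperiod effect was larger after 4 weeks and for 6 it was larger after prolonged exposure, and for 9 it had opposite signs at the early and late times. The replicate block gave 0 genes, with 1138 at an unadjusted p under 0.05, and 7 without the outlying libraries, with a mean correlation of deviations of same-numbered animals of −0.0128 and −0.0102 over all 4 groups.

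LP4 against SP4 and LP22 against SP16 share no animal, so their results can be set side by side. Without the outlying libraries, 95 genes changed in both, and all 95 changed in the same direction. Of the 434 genes changed after prolonged exposure, 367 (84.6%) had the same sign after 4 weeks, and of the 241 changed after 4 weeks, 205 (85.1%) had the same sign after prolonged exposure. Across all 13446 genes, which are not independent replicates, the log2 fold changes correlated at r = 0.147 (Spearman 0.179). With all 16 animals 8 genes changed in both, all in the same direction, and the correlation across 13299 genes was −0.0873. No gene changed in both SP16 against SP4 and LP22 against LP4 in either fit, a count of 0; without the outlying libraries 187 genes had an unadjusted p under 0.05 in both, 81 of them with the same sign.

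**Figure D4:**
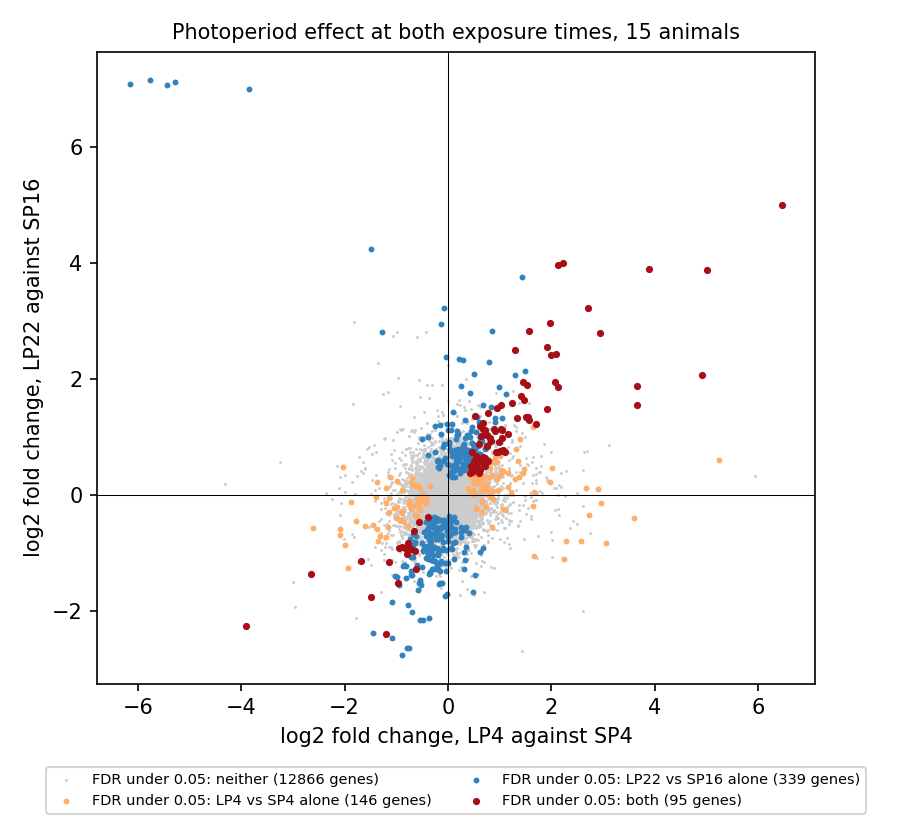
Each of 13446 genes is plotted by its log2 fold change between LP4 and SP4 (x axis) and between LP22 and SP16 (y axis) in the fit of 15 animals, coloured by whether its FDR was under 0.05 in neither comparison (12866 genes), LP4 against SP4 alone (146), LP22 against SP16 alone (339) or both (95). The 95 genes lie in the quadrants where both changes have the same sign, and 5 genes at the upper left lie at 7.01 to 7.15 on the y axis.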

Values the study reported

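The study reported 251 differentially expressed genes between SP4 and SP16.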

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

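The tests of counting noise, of counting settings, of the 15-animal interaction and of durations regrouped within each photoperiod were chosen only after the results were seen; the regroupings of the 16 animals over all 4 groups were planned earlier.

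Among the 4 named genes and 5 library measures, 36 groups of 4 animals were examined for a value far from the others, and 2 were found where 1.8 would be found by chance, so neither stands out from chance. The first was ENSOARG00000007112 in SP4 animal 2, at 0.405 CPM (1 count), while the other SP4 animals lay at 3.10 to 3.19 CPM. Given those 3 animals, 7.75 counts would have been found, and the exact Poisson probability of a count as far off was 0.00752. That probability is not corrected for the value having been picked as far off among 36 groups and takes no account of variation between animals, so counting noise is not excluded. The second was ENSOARG00000013347 in SP16 animal 3, at 1463.3 CPM, while the other SP16 animals lay at 1375.6 to 1387 CPM. The exact Poisson probability was 0.000183, with the same reservations, and the gap is small beside the change to 207 CPM in LP22. No biological explanation was tested for either value, as the labels do not set these animals apart within their groups.

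The photoperiod effect differed between short and prolonged exposure for 1 gene with all 16 animals. In 2 of 100 drawn regroupings of the 16 animals, the real one included, at least 1 gene passed the interaction test, and the highest count in another regrouping was 14. Without the outlying libraries 12 genes passed, and 4 of 100 regroupings of the 15 animals gave as many. The highest count there was 624, which may arise where a regrouping turns the photoperiod difference itself into an interaction; this was not tested. Such regroupings also break up the photoperiod difference, so they are not a test of the interaction alone. Regrouping only the durations within each photoperiod, with same-numbered animals parted as in the labels, gave at least 1 gene in 2 of 100 drawn regroupings of the 16 animals, and 12 or more genes in 1 of 100 regroupings of the 15 animals, the real one, where the highest of the others gave 1. Grouping by duration at random thus seldom gave as many genes, although the 16-animal count is a single gene. That count rose to 23 without LP4 animal 3 and fell to 0 in 10 of the 16 leave-one-out fits. The 15-animal count ran from 0, without SP4 animal 1, to 33, without LP4 animal 2. Duration at the late time differed between photoperiods (16 and 22 weeks), so a biological reading, in which the genes follow exposure time, remains a hypothesis that the design cannot separate from time and season of sampling. Length and GC bias could not be examined without names or coordinates for the IDs.

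A further signal lay in reads assigned to no counted feature. Over the 16 libraries other than the outlying pair, a median of 82.9% of aligned reads fell in no feature, with a range of 78.6% to 84.5%. The type of feature counted is not given, so these reads need not lie outside genes. The range of 5.97 percentage points is narrow among these 16 alone: the share was 68.8% in the first library of LP4 animal 2 and 47.2% in LP4 animal 3, to which any setting of the counting would also have applied. The high share cannot be told apart from the effect of such a setting. Candidates are a strand option that discards reads of one orientation and an annotation that lacks transcribed regions. A real excess of transcription outside the counted features remains open as well. No biological explanation was tested. The share bears on depth: it leaves 1730773 to 4119508 gene counts in these 16 libraries.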

How the results depend on the processing

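Leaving out the outlying libraries, the robust dispersion fit, the exact test on only the 2 groups compared, the fits without an animal outside the comparison and all alternatives on the 15 animals were chosen after the data were seen; the other settings were planned. Counts within 1.5 times the first value are not listed.

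In the fit of all animals, RLE scaling, upper-quartile scaling, a mean of at least 1 CPM, a log2 fold change of at least 1 and the robust dispersion fit left every count of changed genes within that range. In the order LP4 against SP4, LP22 against SP16, SP16 against SP4, LP22 against LP4, LP22 against SP4, LP4 against SP16, the first counts were 27, 36, 0, 2, 24 and 23 genes, and the interaction had 1. Leaving out the outlying libraries gave 241, 434, 1, 4, 376 and 240 genes and 12 for the interaction. The DESeq2 Wald test gave 162, 74, 3, 8, 66 and 95 genes and 10 for the interaction. The edgeR exact test gave 161, 78, 1, 15, 66 and 80. Fits of only the 2 groups compared gave 1, 515, 8, 0, 348 and 0; the counts of 0 stood beside 641 (LP22 against LP4) and 502 (LP4 against SP16) genes at an unadjusted p under 0.05. The edgeR exact test on only the 2 groups compared gave 16, 658, 140, 6 and 515 genes for the first 5, and 20, close to the first value, for LP4 against SP16.

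The repeat library in place of the first gave 15 genes for LP4 against SP4, 15 for LP4 against SP16, and 0 for LP22 against LP4 and for the interaction (1791 and 1159 at an unadjusted p under 0.05). First libraries only gave 45 for LP4 against SP4, and no filter on low counts gave 1 for LP22 against LP4. The replicate block, under which same-numbered animals had a mean correlation of deviations of −0.0128, gave 9 genes in place of 27 for LP4 against SP4 and 11 in place of 23 for LP4 against SP16. It gave 0 for LP22 against LP4 and for the interaction (1809 and 1138 at an unadjusted p under 0.05).

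The cause of the low counts with all 16 animals was tested by leaving out each animal outside a comparison, which changes only the shared filter, scaling and dispersion. LP22 against SP16 rose from 36 to 516 genes without LP4 animal 3, and stayed at 26 to 35 without each of the 7 other animals outside the comparison. This is consistent with the spread added by that animal holding the count down. LP22 against SP4 rose from 24 to 416 without it, against 19 to 26 without each of the 7 others outside that comparison, and SP16 against SP4 rose from 0 to 4, against 0 without each of the 7 others (274 to 310 at an unadjusted p under 0.05). The causes of changes under the other settings were not tested.

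Across all fits that each left out an animal, LP4 against SP4 ran from 7 to 297 genes, LP22 against SP16 from 10 to 516, LP22 against SP4 from 3 to 416 and LP4 against SP16 from 8 to 209; in these 4 the highest count was the fit without LP4 animal 3. SP16 against SP4 ran from 0 to 4, LP22 against LP4 from 0 to 6 and the interaction from 0 to 23. In fits with 0 genes, 215 to 310 had an unadjusted p under 0.05 for SP16 against SP4, 1704 to 3699 for LP22 against LP4 and 1159 to 1309 for the interaction.

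Without the outlying libraries the comparisons between photoperiods kept their first counts of 241, 434, 376 and 240 genes within 1.5 times under both scalings, DESeq2, no filter, the CPM filter and the robust fit. The comparisons within a photoperiod and the interaction, which began at 1, 4 and 12 genes, kept theirs under both scalings and the CPM filter and moved under most other settings. SP16 against SP4 rose to 33 with DESeq2, 81 with the exact test, 31 with no filter, 8 with only the 2 groups, 140 with the exact test on those groups and 2 with the robust fit, and fell to 0 at a log2 fold change of at least 1 (183 such genes at an unadjusted p under 0.05). LP22 against LP4 rose to 14 with DESeq2, 63 with the exact test, 32 with no filter and 56 with the exact test on the 2 groups, and fell to 2 at a log2 fold change of at least 1 and to 0 with only the 2 groups (883 at an unadjusted p under 0.05). The interaction rose to 33 with DESeq2, 38 with no filter and 20 with the robust fit, and the replicate block gave 7. The exact test gave 376 genes for LP4 against SP4 and 389 for LP4 against SP16, and on the 2 groups 658 for LP22 against SP16. Fits of only the 2 groups gave 96 for LP4 against SP4 and 122 for LP4 against SP16. With same-numbered animals at a mean correlation of deviations of −0.0102, the replicate block gave 158 and 132 for the same comparisons. A log2 fold change of at least 1 left 100 genes for LP4 against SP4, 171 for LP22 against SP16, 140 for LP22 against SP4 and 113 for LP4 against SP16. The causes were not tested.

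Fits that each left out 1 of the 15 animals ran from 133 to 277 genes for LP4 against SP4, 261 to 580 for LP22 against SP16, 246 to 469 for LP22 against SP4 and 114 to 321 for LP4 against SP16. They ran from 1 to 42 for SP16 against SP4, 1 to 36 for LP22 against LP4 and 0 to 33 for the interaction (1221 at an unadjusted p under 0.05 in the fit with 0).

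No named gene reversed its direction in the settings run for it, 18 for ENSOARG00000004925 and 21 for each of the others. ENSOARG00000007112 and ENSOARG00000004925 kept their call in all 21 and all 18 settings in which they were tested, leave-one-out fits included. ENSOARG00000013347 lost it in 2 of 21, without LP22 animal 1 and without LP22 animal 2, and ENSOARG00000011981 in 10 of 21. Genes changed in both LP4 against SP4 and LP22 against SP16 numbered 8 with all animals and 95 without the outlying libraries, with ranges of 0 to 22 over 13 other settings and of 39 to 123 over 11. Genes changed in both SP16 against SP4 and LP22 against LP4 numbered 0 in both fits (187 at an unadjusted p under 0.05 in both without the outlying libraries), but without the outlying libraries the exact test gave 4 and the exact test on the 2 groups gave 3.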

Other observations

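The tests in this part on single libraries, on the exact test, on planted changes, on same-numbered animals and on the 5 strongly changed genes were chosen only after the results were seen; those on the photoperiod score and on splits of the 16 animals were chosen before their results were seen, and those on splits of the 15 animals after.

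The count of genes changed between SP16 and SP4 was 0 with all 16 animals (292 at an unadjusted p under 0.05) and 1 without the outlying libraries. That is lower than the value quoted from the study above. In the 5 runs of the classic exact test on SP4 and SP16 made with a filter of more than 1 CPM in at least 4 samples, the count was 157 with summed libraries, 120 with first libraries only, 142 with repeats in place of the first, 149 with all libraries as separate samples and 115 without SP4 animal 1, and with the filter used elsewhere it was 140. These are lower than that value as well.

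Why the exact test on only these 8 animals calls more genes was examined. Of the 8 splits of the animals that part all 4 same-numbered pairs, 1, the real one, gave as many as 140 genes, and the highest of the others gave 42. The 27 splits that part fewer pairs reached at most 37. A share of 8 splits cannot fall under 0.05; over all 35 splits 1, the real one, reached 140. In simulated counts of 12434 genes with no difference between the groups, the exact test called 0 genes (a simulation whose spread is the one that test estimated, so it bears on the test and not on the spread). A duration effect within SP, below what the quasi-likelihood test called, may therefore be present; this is a hypothesis, since it was found and tested on the same data.

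Other splits of the animals were tried for the quasi-likelihood counts too. With all 16 animals, 1 of the 8 splits that part the same-numbered pairs, the real one, gave as many changed genes in each comparison except SP16 against SP4, where 8 of 8 did because the count was 0 (292 at an unadjusted p under 0.05). Without the outlying libraries 1 of 8 did in each of the 6 comparisons, and the highest count from another such split was 78 for LP4 against SP4, 27 for LP22 against SP4 and 20 for LP4 against SP16. In 8 drawn splits per comparison that part fewer pairs, no count was as large as the real one, SP16 against SP4 with all animals excepted. Shares of 8 splits cannot fall under 0.05.

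Several technical explanations were weighed for the library of LP4 animal 3. Low depth does not apply, as it held the most gene counts of the 18 libraries, 6331553. Without the 10 highest genes its median correlation was 0.419, against 0.430 with them, but a correlation across all genes kept hardly depends on 10 of them, so an effect of a few dominant genes is left open. A mislabelled SP animal would score within the SP range on genes that differ between LP22 and SP16 (−0.35 to 0.36 log2 units). LP4 animal 3 scored −1.13 log2 units, outside that range and on the side away from LP. In that library 33.7% of expressed genes were more than 4-fold lower than in the median library, without TMM scaling. ENSOARG00000007112, at 248 CPM in it, stood above all 8 SP animals (at most 7.81 CPM). That score met neither outcome written down for this test, so further genes were taken: 12 that were over 4-fold higher in the other 3 LP4 animals than in both SP groups, chosen without the outlying libraries. LP4 animal 3 was above all 8 SP animals in 6 of the 12 (50%), little more than the 42.7% among all genes. Of the 79 genes counted as higher in LP4 than in both SP groups, it was above them in 27 (34.2%), fewer than among all genes. These counts leave a mislabelled SP sample undecided. A stricter count, added after those, considered the size of the excess. LP4 animal 3 was more than 4-fold above the highest SP animal in 4 of the 12 (33.3%) and 8 of the 79 (10.1%). Among all genes the share was 1.11%. By this count a mislabelled SP sample is unlikely, although the choice of count was made with the earlier ones known. Of the 3 genes lower in LP22 than in the other LP4 animals, LP4 animal 3 was above all 4 LP22 animals in 2. It was more than 4-fold above the highest LP22 animal in 1 (33.3%), against 3.61% of all genes. These genes are too few to judge a mislabelled LP22 sample. Its share of aligned reads, 37.1%, was matched by libraries with normal profiles, so this share does not tell whether reads came from another organism or cell type. Its deviations from the median library correlated at 0.840 across genes with those of the first library of LP4 animal 2, against at most 0.295 for any other pair of libraries. A fault shared by these libraries, for instance in RNA quality or library preparation, is a candidate explanation, and contamination remains open. The correlations argue against a mislabelled LP22 sample as the sole source of the unlike profile. LP4 animal 3 correlated at 0.383 to 0.426 with the LP22 libraries, which correlated at 0.943 to 0.959 with each other. Whether its label is wrong as well remains open.

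The first library of LP4 animal 2 had a usable repeat, which allows a direct comparison. The repeat correlated at 0.923 with the others, so the low value of 0.702 is unlikely to be a property of the animal if the label naming it a repeat is right, which a correlation of 0.644 between the 2 libraries does not show. Thinned to the depth of the first library it still reached 0.895, so depth is an unlikely source. A fault of that library and contamination remain open. Mislabelling among the groups would not alone explain its low correlations. It reached at most 0.722 with any library other than LP4 animal 3, while libraries other than the outlying pair correlated at 0.908 or more.

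The low counts with all animals were set against a spread raised by a single library. Leaving out LP4 animal 3, which is not in the comparison, took LP22 against SP16 from 36 to 516 genes, against 26 to 35 for each other animal outside it. A shared dispersion estimate raised by that library may thus account for much of the difference between the fits.

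Few genes differed between durations within a photoperiod under the quasi-likelihood test. Planted 2-fold changes between durations were simulated to see whether too few animals to call changes is a candidate explanation. With the 15 animals and their spread, 65% of them were called in LP22 against LP4 and 70% in SP16 against SP4. The low counts there are thus unlikely to hide as many as the 200 changes of 2-fold that were planted. Fewer true changes face a stricter threshold after adjustment, so the simulation does not tell whether a few were missed. With the spread of all 16 animals, 0% and 0.5% were called, so the counts of 2 and 0 in that fit (2576 and 292 at an unadjusted p under 0.05) do not show that durations agree. Changes smaller than 2-fold were not simulated, and the simulation spreads the effect of the outlying libraries over all animals.

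The study reported a refractory state, judged by prolactin, in sheep of another experiment kept on LP for longer than the LP22 animals. A partial return of LP22 animals toward the SP profile was therefore tested. The labels give no prolactin values for them, so the test does not tell whether they were refractory. A score was formed over 710 genes that differed between LP and SP over both times without the outlying libraries (mean log2 CPM of 409 higher genes minus that of 301 lower genes, relative to the SP mean). It was 1.30 ± 0.11 in LP4 (SD, n = 3) and 1.44 ± 0.21 in LP22 (SD, n = 4), a difference of 0.14 log2 units in the direction opposite to a return (2-sided exact permutation test, p = 0.371, adjusted 0.40 over 2 tests, smallest possible 0.0286). The 4 LP22 animals lay between 1.19 and 1.67 and the 3 LP4 animals between 1.19 and 1.39, so the score showed no return of these genes as a whole. They were chosen to differ from SP with LP22 included, which selects against genes that had returned, so the score does not tell whether other genes did. SP16 differed from SP4 by −0.062 log2 units (exact permutation test, p = 0.40), with a spread between animals of 0.11 in SP16 and 0.017 in SP4 (SD, n = 4 each); the choice of genes limits this comparison in the same way. Taken by same number, the 3 pairs of LP22 and LP4 animals all differed upward, by 0.19 to 0.28 log2 units (exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs can give), and the 4 pairs of SP16 and SP4 animals by −0.16 to 0.03 (p = 0.375). The mean correlation of deviations of same-numbered LP22 and LP4 animals was 0.0685, which 3 of 24 numberings reached, and the replicate block gave 3 genes in place of 4.

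The 5 genes with the highest change in LP22 against SP16 without the outlying libraries had log2 fold changes of 7.01 to 7.15, yet −6.16 to −3.84 in LP4 against SP4, where 0 were called. LP22 animal 2 supplied 55.2% to 91.5% of their summed CPM in LP22, and SP4 animal 1 supplied 97.7% to 100% in SP4. Without LP22 animal 2, 0 of the 5 were called, although the 4 that passed the filter had an unadjusted p under 0.05 and log2 fold changes of 4.03 to 4.52. Among LP22 animals the loss was particular to animal 2: without animals 1, 3 or 4, all genes tested stayed called (5, 4 and 5). Leaving out SP16 animals 1 to 4 in turn left 0, 2, 0 and 0 of the 5 called, all 5 having an unadjusted p under 0.05 each time, so calls were also lost where LP22 animal 2 stayed in. In 4 of the 5 genes every LP22 animal lay above every SP16 animal. A fault of a single library is an unlikely source in SP4 animal 1, because all 5 exceeded the other 3 SP4 animals in both its first and its repeat library. Cells from neighbouring tissue, present in unequal amounts between animals, are a candidate explanation that was not tested, as genes are given here by ID alone.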
